# Contribution of variant subunits and associated factors to genome-wide distribution and dynamics of cohesin

**DOI:** 10.1186/s13072-022-00469-0

**Published:** 2022-11-24

**Authors:** Ana Cuadrado, Daniel Giménez-Llorente, Magali De Koninck, Miguel Ruiz-Torres, Aleksandar Kojic, Miriam Rodríguez-Corsino, Ana Losada

## Abstract

**Background:**

The cohesin complex organizes the genome-forming dynamic chromatin loops that impact on all DNA-mediated processes. There are two different cohesin complexes in vertebrate somatic cells, carrying the STAG1 or STAG2 subunit, and two versions of the regulatory subunit PDS5, PDS5A and PDS5B. Mice deficient for any of the variant subunits are embryonic lethal, which indicates that they are not functionally redundant. However, their specific behavior at the molecular level is not fully understood.

**Results:**

The genome-wide distribution of cohesin provides important information with functional consequences. Here, we have characterized the distribution of cohesin subunits and regulators in mouse embryo fibroblasts (MEFs) either wild type or deficient for cohesin subunits and regulators by chromatin immunoprecipitation and deep sequencing. We identify non-CTCF cohesin-binding sites in addition to the commonly detected CTCF cohesin sites and show that cohesin-STAG2 is the preferred variant at these positions. Moreover, this complex has a more dynamic association with chromatin as judged by fluorescence recovery after photobleaching (FRAP), associates preferentially with WAPL and is more easily extracted from chromatin with salt than cohesin-STAG1. We observe that both PDS5A and PDS5B are exclusively located at cohesin-CTCF positions and that ablation of a single paralog has no noticeable consequences for cohesin distribution while double knocked out cells show decreased accumulation of cohesin at all its binding sites. With the exception of a fraction of cohesin positions in which we find binding of all regulators, including CTCF and WAPL, the presence of NIPBL and PDS5 is mutually exclusive, consistent with our immunoprecipitation analyses in mammalian cell extracts and previous results in yeast.

**Conclusion:**

Our findings support the idea that non-CTCF cohesin-binding sites represent sites of cohesin loading or pausing and are preferentially occupied by the more dynamic cohesin-STAG2. PDS5 proteins redundantly contribute to arrest cohesin at CTCF sites, possibly by preventing binding of NIPBL, but are not essential for this arrest. These results add important insights towards understanding how cohesin regulates genome folding and the specific contributions of the different variants that coexist in the cell.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-022-00469-0.

## Background

Cohesin plays a major role in the three dimensional organization of the genome in addition to mediate sister chromatid cohesion [1]. This conserved protein complex consists of four core components, Structural Maintenance of Chromosomes (SMC) subunits SMC1 and SMC3, the kleisin subunit RAD21 and the HEAT-repeat containing STAG/SA subunit [2]. Another two HEAT-repeat proteins associate with cohesin. One is NIPBL, which forms a heterodimer with MAU2 and is considered the cohesin loader [3]. The other is PDS5, which can associate with WAPL to drive cohesin unloading but can also stabilize cohesin on chromatin by promoting its acetylation by acetyltransferases ESCO1/2 and the binding of Sororin [4–7]. There are two PDS5 proteins in vertebrate cells, PDS5A and PDS5B, highly homologous except in their C-terminal regions [8]. 

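In the mouse genome (GRCm38), Pds5a lies on chromosome 5 from 65605721 to 65698273 on the minus strand, and Pds5b lies on the same chromosome from 150673739 to 150810690 on the plus strand. The longest annotated coding sequences encode 1332 residues for PDS5A and 1449 residues for PDS5B. In a global alignment of the 2 proteins, 934 of 1316 aligned residues were identical (71.0%). Identity was 81.0% in each of the first 2 windows of 200 residues of PDS5B, and it stayed between 73.5% and 81.0% up to residue 1000. It was 54.5% from residue 1001 to 1200 and 20.5% from residue 1201 to 1400. In the last 49 residues of PDS5B, 4.1% were identical. Unlike the 71.0%, these window values count PDS5B residues without an aligned PDS5A residue as not identical. From residue 1201 to 1400, 107 of 200 residues were aligned and 41 were identical. In the last 49 residues, 10 were aligned and 2 were identical. The drop is thus in part PDS5B sequence with no aligned partner.
Both genes were transcribed in WT MEFs, as RNA-seq of 3 clones showed. Pds5a had 1095 counts in clone 1, 1181 in clone 2 and 1410 in clone 3, which after scaling to library size is 50.8 ± 6.04 counts per 1000000 counts (CPM; SD, n = 3 clones). Pds5b had 625, 846 and 1011 counts in the same clones, or 34.2 ± 7.96 CPM. Pds5a took 63.7% (95% Wilson interval 61.4 to 65.9) of the counts of both genes in clone 1, 58.3% (56.1 to 60.4) in clone 2 and 58.2% (56.3 to 60.2) in clone 3, with a mean of 60.1% ± 3.12 (SD, n = 3). These intervals cover counting error only. The share depends on the length the counts are divided by. All annotated exons of Pds5a together cover 19335 bp and those of Pds5b 9839 bp, and per kb of these exons the Pds5a share was 43.4% ± 3.24 (SD, n = 3), below that of Pds5b. The transcripts with the longest coding sequences have 8934 nt for Pds5a and 7315 nt for Pds5b, and per kb of these, an alternative chosen after seeing the data, the Pds5a share was 55.2% ± 3.23 (SD, n = 3), above that of Pds5b. Of the 86-nt stretches of the Pds5a transcript, 1.58% also matched transcripts annotated within the Pds5a locus on the opposite strand, and none matched Pds5b.

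**Figure D1:**
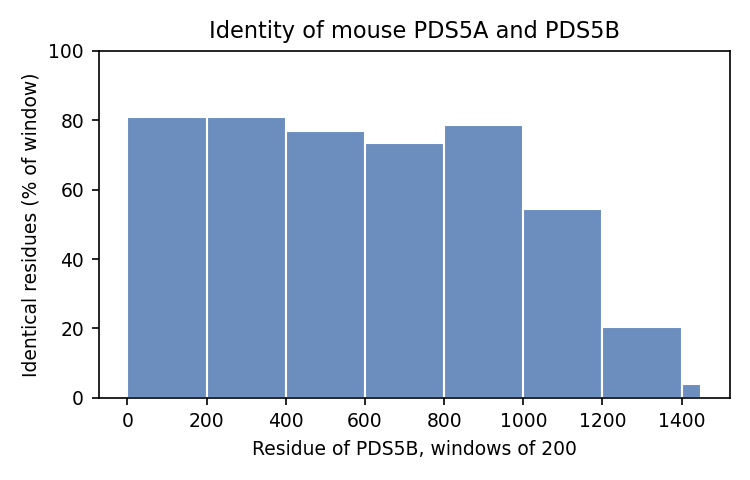
Identical residues between mouse PDS5A and PDS5B, as percent of each window (y axis), in windows of 200 residues along PDS5B (x axis). Identity falls from 78.5% between residues 801 and 1000 to 20.5% between residues 1201 and 1400. Residues without an aligned partner count as not identical.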

Knock-out mice for either gene die before birth, suggesting that full compensation cannot be achieved [4]. The two PDS5 proteins are present in cells throughout the cell cycle, can associate with either cohesin-STAG1 or cohesin-STAG2 and can recruit ESCO1 to cohesin [8, 9]. Moreover, both must be depleted in order to alter cohesin dynamics and promote the appearance of *vermicelli* in MEFs and HeLa cells [5, 7]. There are also two versions of the STAG subunit, STAG1 and STAG2, for which both overlapping and distinct roles have been described in recent years [10–13]. 

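Stag1 lies on chromosome 9 of GRCm38 from 100597798 to 100959375 and Stag2 on the X chromosome from 42149317 to 42277185, both on the plus strand. The longest annotated coding sequences encode 1258 residues for STAG1 and 1268 residues for STAG2, and 896 of 1244 aligned residues were identical (72.0%). In windows along STAG2, identity was highest, at 90.0%, from residue 201 to 400 and lowest, at 48.0%, from residue 1001 to 1200. In the first 200 residues it was 65.5%. Residues without an aligned partner count as not identical in these windows. From residue 1001 to 1200, 180 of 200 residues were aligned and 96 were identical.
The WT MEF clones expressed both genes. Stag1 had 721 counts in clone 1, 868 in clone 2 and 907 in clone 3, or 34.5 ± 4.90 CPM (SD, n = 3 clones), and Stag2 had 1186, 1262 and 1494 counts, or 54.3 ± 5.89 CPM. Stag2 took 62.2% (95% Wilson interval 60.0 to 64.3) of the counts of both genes in clone 1, 59.2% (57.1 to 61.3) in clone 2 and 62.2% (60.3 to 64.1) in clone 3, and the mean was 61.2% ± 1.71 (SD, n = 3). In every clone, Stag2 had more counts than Stag1, by more than the counting error. Per kb of annotated exon (11781 bp for Stag1 and 8273 bp for Stag2), the Stag2 share rose to 69.2% ± 1.54 (SD, n = 3). Per kb of the transcripts with the longest coding sequences (6186 nt for Stag1 and 6171 nt for Stag2), also chosen after seeing the data, it was 61.3% ± 1.71 (SD, n = 3). No 86-nt stretch of either transcript matched the other gene within 2 mismatches. The paralog Stag3 on chromosome 5 (138280240 to 138312393), had 83, 40 and 53 counts, or 2.40 ± 0.827 CPM (SD, n = 3).

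**Figure D2:**
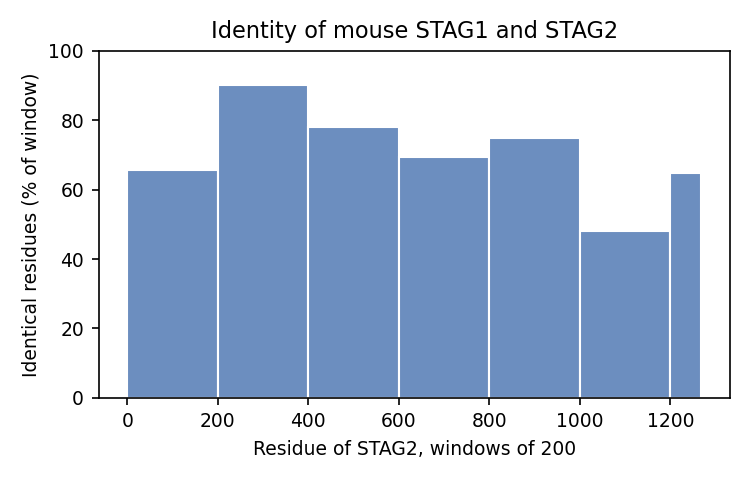
Identical residues between mouse STAG1 and STAG2, as percent of each window (y axis), in windows of 200 residues along STAG2 (x axis). The lowest bar, at 48.0%, covers residues 1001 to 1200. Residues without an aligned partner count as not identical.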

Elimination of either *STAG* gene results in embryonic lethality [14, 15]. Mutations in *STAG1* and *STAG2* have been identified in human developmental syndromes and *STAG2* is frequently mutated in cancer [16, 17]. Understanding the specific roles of the different versions of cohesin that coexist in the cell may provide important hints for a rational design of specific treatments for these patients. Importantly, several lines of evidence suggest that these disease-causing mutations alter the function of cohesin in genome folding rather than in sister chromatid cohesion.

The role of cohesin in genome architecture centers on its ability to generate chromatin loops [18, 19, 7]. According to the loop extrusion model, cohesin loads on DNA and forms a small loop that is progressively extended until the complex is released from DNA by the action of PDS5-WAPL or until it is stopped and stabilized by chromatin-bound CTCF [20–22]. This explains why cohesin largely colocalizes with CTCF genome-wide [23, 24]. The boundary and/or anchoring function of CTCF depends on its interaction with an interface formed by STAG and RAD21, which is the same that requires WAPL, but possibly also on PDS5 and ESCO1 [25, 26, 27, 7, 13]. Recent in vitro reconstitution of loop extrusion by cohesin has demonstrated the requirement for NIPBL to activate the SMC1/3 ATPase [28, 29]. In yeast, Pds5 competes with Scc2 (NIPBL ortholog) for cohesin-binding and structural studies indicate that the two proteins bind the same region in RAD21 [30, 31]. It is therefore possible that PDS5 contributes to halting extrusion at CTCF sites by preventing the interaction of cohesin with NIPBL. In addition, PDS5 may promote SMC3 acetylation by ESCO1 at these sites, as deletion of CTCF dramatically decreases cohesin acetylation [32]. While acetylated cohesin has been mapped to CTCF sites, the genome-wide localization of PDS5 proteins in mammalian cells has not been reported yet [33, 9, 34].

Recent studies have described the genome-wide distribution of cohesin variants STAG1 and STAG2 [35, 10, 36, 37, 38, 12, 13]. Our own initial description in MEFs was misled by the use of an antibody against STAG2 that was rather inefficient, and detected less than 8000 positions for STAG2 while there were threefold more for STAG1 and SMC1 [39]. Subsequent generation of a better reagent led to the identification of a subset of cohesin positions away from CTCF sites in human and mouse cells, preferentially bound by STAG2 [36, 37]. These positions are more difficult to detect, possibly because they are more variable from cell to cell, and/or more transient. Importantly, they are detected with both STAG2 and SMC1 antibodies and, at least in human cells, they show low STAG1 occupancy even when the levels of STAG2 are reduced [37]. The distribution of cohesin along the genome is a proxy for its role in genome organization which affects, in turn, gene regulation. We and others have previously shown that the two cohesin complexes make some distinct contributions to 3D genome organization and proposed that this is due, at least in part, to their different chromatin association dynamics in response to cohesin regulators [37, 13]. Here, we provide further evidence for this hypothesis and explore the determinants of cohesin variants’ genome-wide distribution through the analyses of MEFs either wild type (WT) or knock out (KO) for cohesin subunits and regulators.

## Results

### Non-CTCF cohesin positions are preferentially occupied by STAG2 in mouse cells

Chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) was carried out for STAG2 in WT and *Stag1* KO MEFs, for SMC1 in WT, *Stag2* KO, *Pds5A* KO, *Pds5B* KO, *Pds5A* and *Pds5B* (*Pds5 DKO*) MEFs and for CTCF in WT MEFs. *Stag1* KO, *Pds5A* KO and *Pds5B* KO embryos from which MEFs were obtained are homozygous for constitutive KO alleles and thus the corresponding protein is completely absent [4, 15]. *Stag2* KO and *Pds5* DKO embryos carry “floxed” alleles that are inactivated by an inducible *Cre* recombinase and residual amounts of the proteins may be left in the MEFs at the time of cell collection [4, 14]. Immunoblot analyses of these cells show that less than 5% of the protein is present in the KO cells (Additional file 1: Fig. S1a, b). We first used the newly generated datasets for cohesin subunits together with those reported in previous studies from our group to identify and check the overlap between cohesin and CTCF binding sites in WT MEFs (Additional file 2: Table S1). Reads were aligned to mm10 version of the mouse genome and cohesin peaks (for each cohesin subunit in any condition) were called using MACS2 with FDR < 0.05. Cluster analysis separated cohesin-binding sites that show some signal for CTCF (51,133 CTCF cohesin sites, Fig. 1a) and those that do not (17,469 non-CTCF cohesin sites, Fig. 1a). Both STAG1 and STAG2 were enriched at CTCF cohesin sites and less so at non-CTCF cohesin positions (snapshots of the genome browser at several genomic loci are shown in Additional file 1: Fig. S2). Although it is not possible to quantitatively compare the results obtained with different antibodies (against STAG1, STAG2 and SMC1), we can compare the relative distribution of reads among the two types of cohesin positions for each antibody. It is clear that STAG1 preferentially accumulates at CTCF positions, while STAG2 is the preferred variant at non-CTCF positions, which also display enrichment for SMC1 (Fig. 1b). Consistent with this, analysis of cohesin SMC1 distribution in *Stag1* KO and *Stag2* KO MEFs revealed that non-CTCF cohesin positions are preferentially lost in the latter (Fig. 1c, d). Taken together, we conclude that cohesin-STAG1 and cohesin-STAG2 occupy sites bound by CTCF independently of one another and that cohesin-STAG2 is the preferred complex at positions not bound by CTCF.

**Fig. 1:**
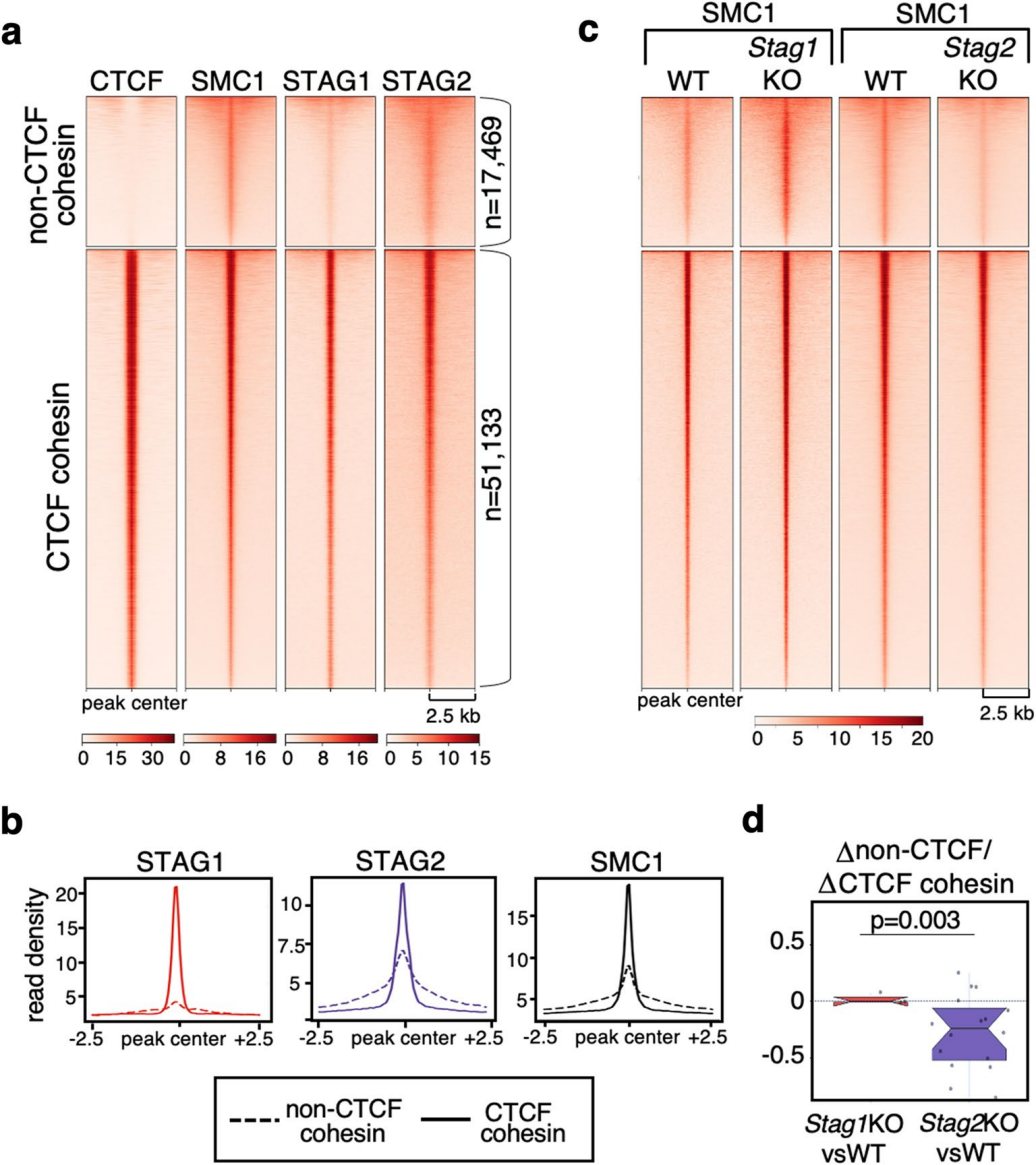
STAG2 is the preferred variant at non-CTCF cohesin positions in MEFs. **a** Heatmaps showing ChIP-seq read distribution for cohesin and CTCF around non-CTCF (top cluster) and CTCF (bottom cluster) cohesin positions within a 5-kb window in MEFs. Data for STAG1 are from Busslinger et al. [32]. Signal intensity range at the bottom of each heatmap was selected to even cohesin signals at CTCF positions. **b** Read density plots showing SMC1, STAG1 and STAG2 distribution in the two types of positions. **c** Comparison of SMC1 distribution in WT and S*tag*1 KO MEFs (left) and WT and *Stag2* KO MEFs (right). Same signal intensity range used for all heatmaps. **d** Boxplot representing average signal differences (log_2_FC) between non-CTCF and CTCF cohesin positions when comparing *Stag1* KO and *Stag2* KO datasets with WT (see Methods). Student’s *T* test was used to assess statistical significance

### Non-CTCF cohesin positions are preferentially occupied by STAG2 in other cell types

We reanalyzed ChIP-seq data of CTCF and cohesin subunits from other studies to identify non-CTCF cohesin positions in different human cell lines. In immortalized mammary epithelial cells (MCF10A) and primary epithelial and endothelial cells (HMEC and HCAEC, respectively), the CTCF cohesin sites were robust and could be occupied by STAG1 or STAG2 while non-CTCF sites had lower occupancies and there was a predominance of STAG2 (Fig. 2a). In Ewing sarcoma A673 cells, non-CTCF cohesin sites were detected with an antibody against SMC1, but they showed little enrichment for RAD21, STAG1 or STAG2 (Fig. 2b). Profiling of HeLa cells expressing GFP-tagged versions of STAG1 and STAG2 from their endogenous promoters with a GFP antibody also detected preferential enrichment of GFP-STAG2 at non-CTCF cohesin sites (Fig. 2c). Thus, CTCF cohesin sites are detected with most antibodies against core cohesin subunits while detection of low occupancy, non-CTCF cohesin sites is more demanding and may depend on ChIP efficiency. Overall, the data shown here confirm the preferential presence of cohesin STAG2 at non-CTCF positions. These sites contain DNA-binding motifs for transcription factors, some of them shared among the different cell lines (Additional file 1: Fig. S3).

**Fig. 2:**
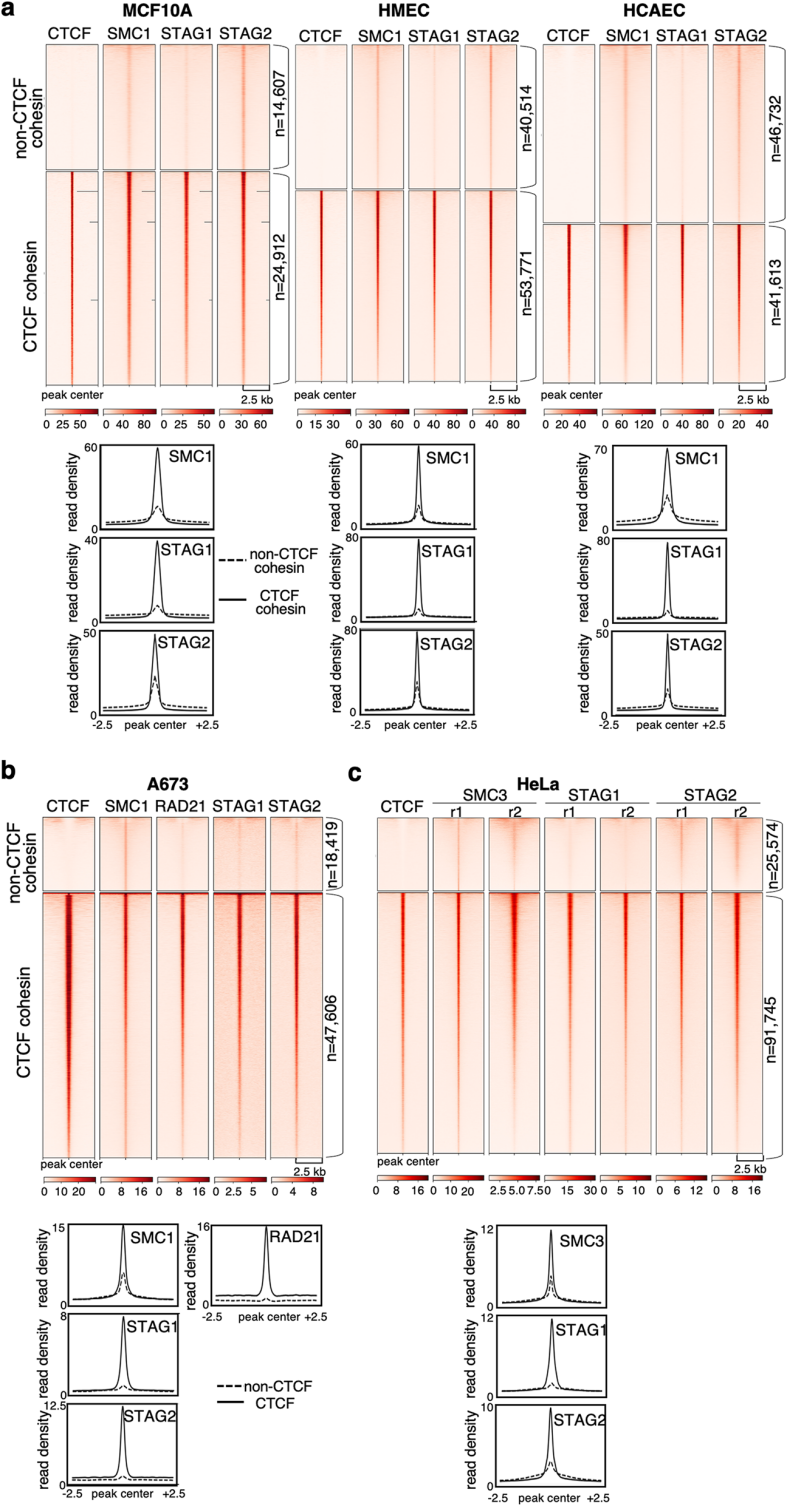
STAG2 is the preferred variant at non-CTCF cohesin positions in human cells. **a** Heatmaps showing ChIP-seq read distribution for cohesin and CTCF as in Fig. 1a in the indicated cell lines (top) and read density plots showing the distribution of cohesin subunits in the two types of positions (bottom). Data from Kojic et al. [37]. **b** As in **a**, for A673 cells. Data from Surdez et al. [40]. **c** As in **a**, for HeLa cells expressing GFP-tagged versions of STAG1 and STAG2. Data from Wutz et al. [13]. Replicates are plotted separately in the heatmaps, but are merged in the read density plots

### Distinct chromatin association behavior of cohesin variants STAG1 and STAG2

Previous results have suggested that cohesin complexes carrying STAG1 or STAG2 display different properties in terms of their dynamic association with chromatin [37, 13]. Consistent with this idea, chromatin-bound STAG1 is more resistant to salt extraction with 0.5 M NaCl than STAG2 in WT MEFs (Fig. 3a, quantification in Fig. 3b). Moreover, in S*tag1* KO MEFs, which contain only cohesin-STAG2, a larger amount of cohesin RAD21 is extracted from chromatin upon salt treatment compared to WT MEFs. Conversely, the salt-induced release of RAD21 is less pronounced in *Stag2* KO MEFs, where the only cohesin is cohesin-STAG1. These results provide initial evidence to propose that cohesin-STAG2 is less strongly bound to chromatin than cohesin-STAG1. To better analyze the chromatin association dynamics of the two cohesin variants, we performed inverse fluorescence recovery after photobleaching (iFRAP) in MEFs expressing GFP-tagged versions of STAG1, STAG2 and RAD21. To ensure physiological expression of the tagged proteins, the GFP tag was added to the C-terminal regions of the three genes using genome editing with CRISPR–Cas9. Successful targeting and incorporation of the tagged subunits into functional cohesin complexes was assessed by immunofluorescence in fixed cells, immunoblotting of total cell extracts and chromatin fractions and immunoprecipitation (Additional file 1: Fig. S4). To avoid the WAPL-insensitive cohesin population generated during S phase to hold the sister chromatids together and restrict our analyses to the dynamic cohesin population, we performed iFRAP in starved MEFs arrested in G0. In all cases, we analyzed polyclonal populations of edited MEFs, selecting cells with robust, nuclear GFP signal. Recovery of fluorescence in the bleached area was faster in STAG2-GFP than in STAG1-GFP expressing cells, while the recovery curve for RAD21-GFP, a subunit common to all cohesin complexes, laid between the other two (Fig. 3c videos in Additional files 3, 4, 5). These results indicate that cohesin-STAG2 has a more dynamic behavior than cohesin-STAG1, confirming previous results in HeLa cells [13]. A preferential interaction of cohesin-STAG2 with WAPL might explain such behavior, at least in part. Indeed, immunoprecipitation reactions of STAG1 and STAG2 from MEF extract support this possibility (Fig. 3d; quantification in Fig. 3e). Although we cannot detect CTCF in these immunoprecipitates, a study in HeLa cells has shown a preferential association of cohesin-STAG1 and CTCF [13]. Since WAPL and CTCF compete for binding the same region in STAG1/2, STAG1 may preferentially interact with CTCF while STAG2 would prefer WAPL.

**Fig. 3:**
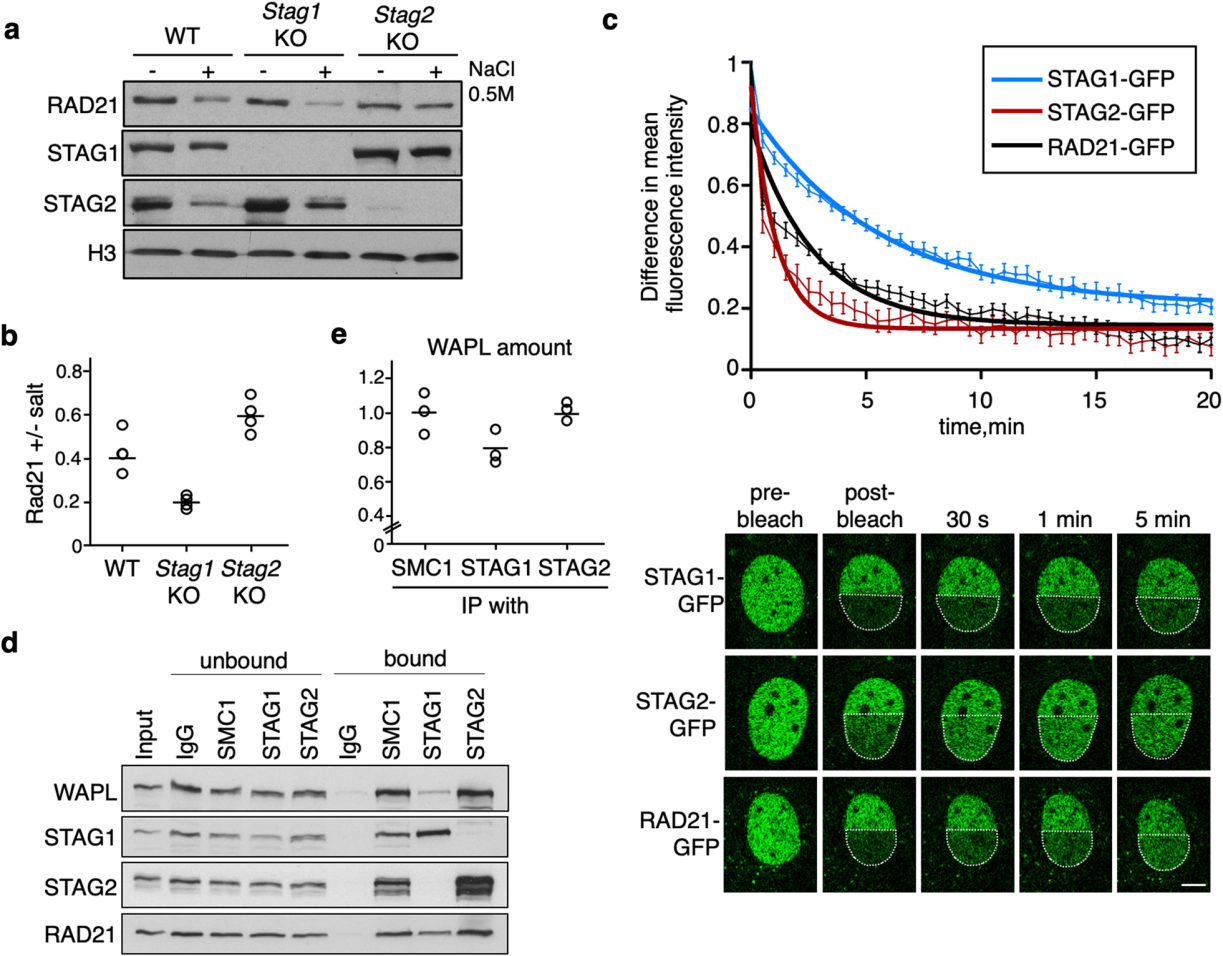
Different chromatin association dynamics of the two cohesin variants. **a** Chromatin fractions isolated from MEFs of the indicated genotypes were challenged or not with 0.5 M NaCl and the amount of protein remaining on chromatin was assayed by immunoblot. **b** Quantification of the fraction of RAD21 left on chromatin after salt extraction (4 replicates). **c** iFRAP analyses of G0 MEFs expressing STAG1-GFP, STAG2-GFP or RAD21-GFP. Curve represents the difference in mean fluorescence intensity between the bleached and unbleached areas as a function of recovery time (min). Imaged cells were *n* = 20 for RAD21-GFP, *n* = 24 for STAG1-GFP and *n* = 16 for STAG2-GFP expressing cells from 4 independent experiments. Images from videos at the indicated timepoints are shown below. Bar, 5 µm. **d** Immunoprecipitation reactions from iMEF extract with the indicated antibodies (or IgG as control) were analyzed by western blot. **e**. Amount of WAPL pulled down relative to RAD21 was quantified in three independent experiments including the one shown in **d**

### Cohesin regulators distinguish different classes of cohesin positions

To better understand the mechanisms behind the different behavior of the two cohesin variants, we first checked for the presence of associated factors NIPBL, WAPL, PDS5A and PDS5B at non-CTCF and CTCF cohesin positions. This led to further clustering of the latter according to the high/low abundance of NIPBL and PDS5 proteins (Fig. 4a; see Additional file 2: Table S1 for datasets used and Additional file 1: Fig. S2 for snapshots of the genome browser). A poor co-localization between cohesin and NIPBL has been previously reported and attributed to the idea that cohesin translocates along chromatin away from its loading sites until it is stopped by DNA-bound CTCF [41, 42]. In MEFs, NIPBL was present at non-CTCF cohesin positions (cluster 1) and in a small fraction of cohesin-CTCF sites (clusters 2 and 3). WAPL was found at both types of cohesin positions proportionally to the amount of SMC1 cohesin. In contrast, PDS5A and PDS5B were strongly enriched at CTCF cohesin positions and their abundance correlated with that of CTCF (Fig. 4a, Additional file 1: Fig. S5a). With the exception of a fraction of CTCF cohesin positions with high NIPBL that were bound by PDS5 proteins as well (cluster 3), in all other positions NIPBL and PDS5 showed opposite behavior (clusters 1, 2 and 4). This is consistent with the notion that their binding to cohesin is mutually exclusive [30, 31]. We confirmed that this is the case in mammalian cells. First, PDS5 and NIPBL do not coimmunoprecipitate, whereas both are pulled down along with cohesin from human cell extracts (Fig. 4b). Second, depletion of PDS5A/B from the extract before immunoprecipitation with anti-SMC1 did not alter the fraction of NIPBL that was pulled down while it drastically reduced the fraction of WAPL (Fig. 4c).

**Fig. 4:**
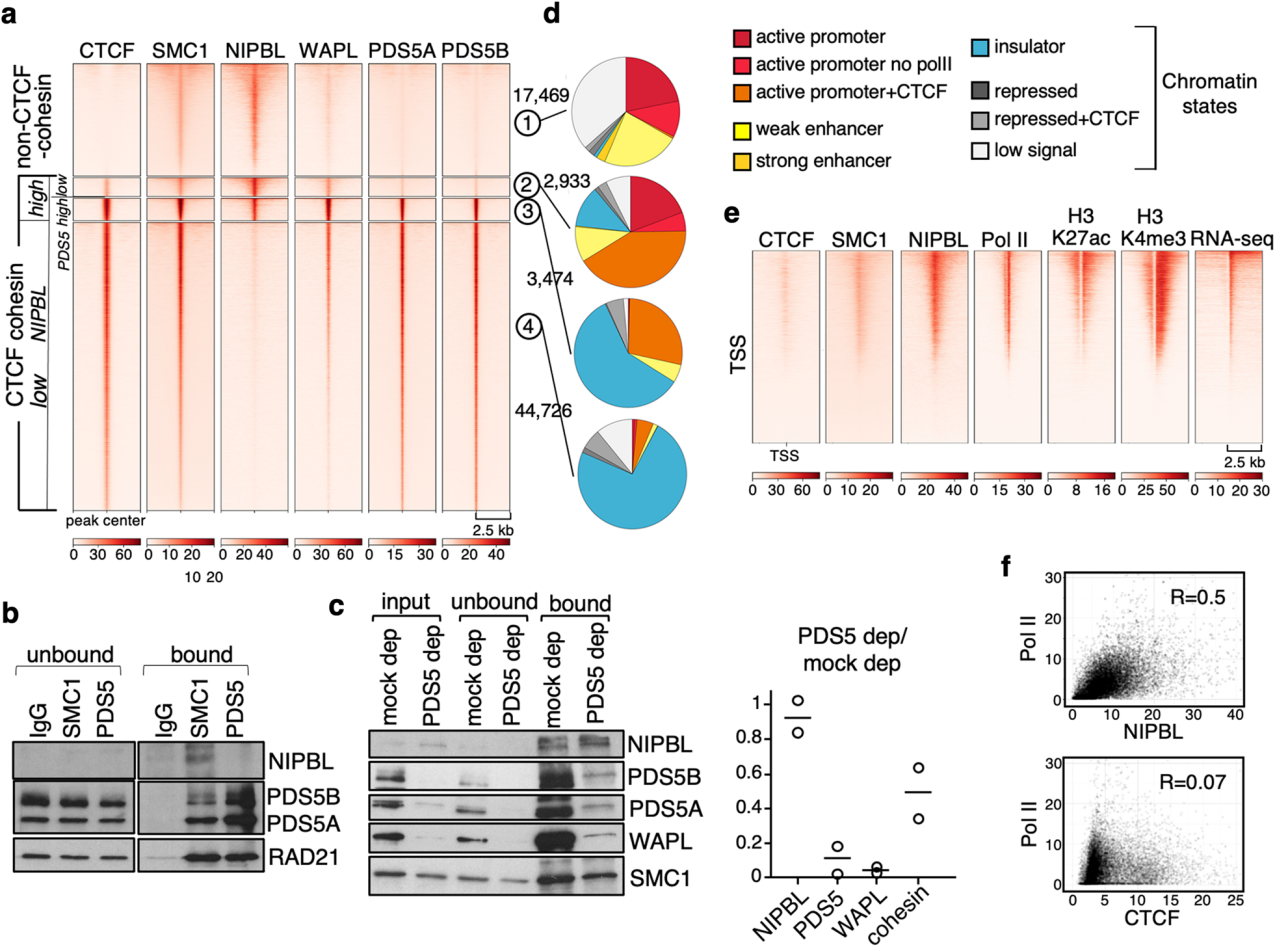
Genomic distribution of cohesin and associated factors. **a** Heatmaps showing accumulation of the indicated proteins at CTCF and non-CTCF cohesin positions defined in MEFs in Fig. 1a. The latter were further separated in three clusters according to the presence of NIPBL and PDS5. Number of positions in each cluster is shown on the right. Datasets used in Additional file 2: Table S1. **b** Immunoblot analyses of immunoprecipitates obtained with anti-SMC1 from HeLa cell nuclear extracts. **c** The same volume of HeLa cell nuclear extract was immunodepleted from both PDS5 proteins or mock depleted as control (input). Both were next immunoprecipitated with anti-SMC1 and unbound and bound fractions analyzed by immunoblot. The ratio between the amount of NIPBL, PDS5, WAPL and cohesin (SMC1 or RAD21) pulled down from mock depleted and PDS5 depleted extracts was quantified in two independent experiments. **d** Distribution of cohesin positions for each cluster in the chromatin states described on the right. **e**. Heatmaps showing localization of the indicated proteins and histone marks around 24,388 TSSs. **f** Correlation between the presence of RNA polymerase II (Pol II) and NIPBL (top) or CTCF (bottom) at active TSSs

Chromatin state annotation in the different clusters showed that almost two-thirds of non-CTCF cohesin positions are found at enhancers and promoters (Fig. 4d, cluster 1), in agreement with the presence of DNA-binding motifs for transcription factors mentioned above (Additional file 1: Fig. S3). In contrast, CTCF cohesin positions with low NIPBL correspond mostly with insulators, defined by the presence of CTCF and no other histone modification (cluster 4). Positions with low CTCF, low PDS5 and high NIPBL are mainly found at promoters (cluster 2) while insulators are the dominant category in the cluster with higher CTCF and PDS5 (cluster 3). We find co-localization of NIPBL, cohesin and RNA polymerase II (Pol II) at active promoters (Fig. 4e) as well as a clear correlation between PolII and NIPBL, but not CTCF, at those promoters (Fig. 4f). This is consistent with the idea that nucleosome-depleted regions, more frequently found at actively expressed genes, facilitate cohesin loading, with the reported contribution of chromatin remodelers to the loading process, and with “in vitro” results showing decreased efficiency of cohesin loading in chromatinized templates compared to naked DNA [43]. 

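The RNA-seq signal in Fig. 4e comes from the 3 WT MEF clones. Of the 21782 genes listed, 5488 had no count in any clone, and 11367 (52.2%) reached at least 1 CPM in every clone. The number of expressed genes moved most when the threshold was lowered to 1 count in every clone, which gave 14306 genes. Among expressed genes, the median level was 25.7 CPM, with quartiles at 9.47 and 62.6 CPM, and 1722 genes had a mean of at least 100 CPM. The 100 genes with the highest mean CPM took 32.4% ± 1.44 (SD, n = 3 clones) of all counts. The highest levels were those of Col1a1 at 27713 ± 3778 CPM, Fn1 at 27279 ± 8001 CPM, Thbs1 at 18018 ± 815 CPM and Col1a2 at 14380 ± 2098 CPM (SD, n = 3). The order of Col1a1 and Fn1 changed between clones.
Polr2a, the gene of the largest Pol II subunit (chromosome 11, 69733997 to 69758637 in GRCm38), was expressed at 286 ± 12.2 CPM, and 522 expressed genes had a higher mean. Nipbl (chromosome 15, 8290617 to 8444463) was expressed at 56.2 ± 6.81 CPM and Ctcf (chromosome 8, 105636568 to 105682922) at 37.3 ± 6.28 CPM. Of the cohesin core genes, Smc1a (chromosome X, 152016428 to 152062694) reached 128 ± 16.1 CPM, Rad21 (chromosome 15, 51962240 to 51991747) 103 ± 19.6 CPM and Smc3 (chromosome 19, 53600398 to 53645833) 63.7 ± 9.10 CPM. In CPM, Smc1a was above Rad21, and Rad21 above Smc3, in every clone. CPM are not divided by length, and annotated exons cover 5769 bp for Smc1a and 4232 bp for Rad21. The order of Smc1a and Rad21 therefore holds for counts and was not tested per kb. The lowest of the genes plotted was Esco2 at 5.29 ± 2.17 CPM, followed by Cdca5, the Sororin gene, at 8.38 ± 2.88 CPM and Esco1 at 8.42 ± 1.16 CPM. Esco2 was below the others in every clone, whereas Cdca5 and Esco1 were not separated by more than the spread between clones.
Across the expressed genes, which are not independent replicates, Pearson's r of log2(CPM + 1) was 0.976 between clones 1 and 2, 0.989 between clones 1 and 3 and 0.985 between clones 2 and 3. The biological coefficient of variation, the relative spread between clones beyond counting noise as edgeR estimates it, was 0.187 over 12218 genes with at least 10 counts in every clone and 0.142 without clone 2. By the chi-square test of the counts of all 3 clones, 7642 of these genes (62.5%) differed between libraries with a Benjamini-Hochberg adjusted p-value under 0.05, and 969 of them by at least 2-fold between the highest and the lowest clone. Without clone 1, 3893 genes differed.
In Fig. 4e, the paper sets the RNA-seq signal beside the ChIP-seq signals around the same TSSs, and from these heatmaps it states that NIPBL, cohesin and Pol II co-localize at active promoters. The ChIP-seq signals were not analysed here, and a count per gene carries no position relative to the TSS.

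**Figure D3:**
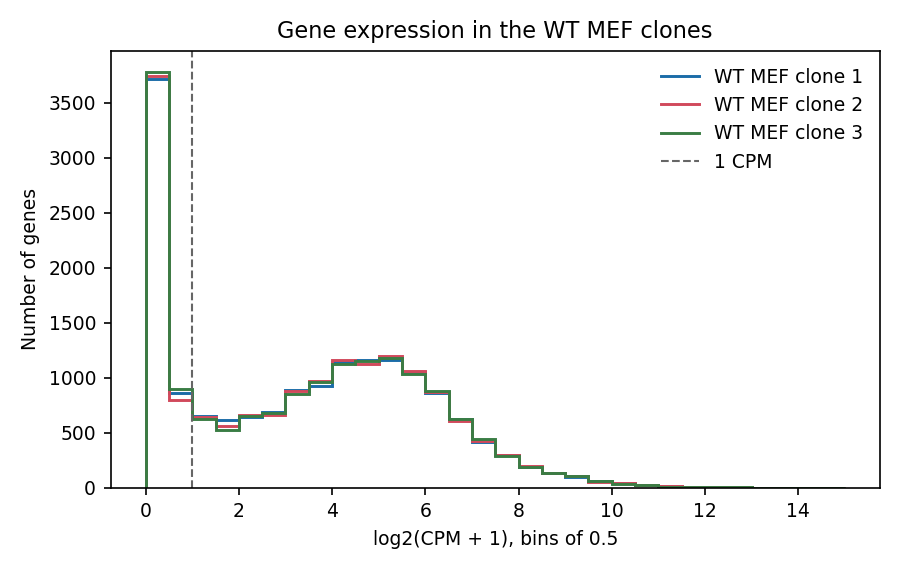
Number of genes (y axis) in bins of log2(CPM + 1) (x axis) for each WT MEF clone, over the 16294 genes with a count in any clone. The dashed line marks 1 CPM, which 11716 genes reached in clone 1, 11752 in clone 2 and 11617 in clone 3.

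**Figure D4:**
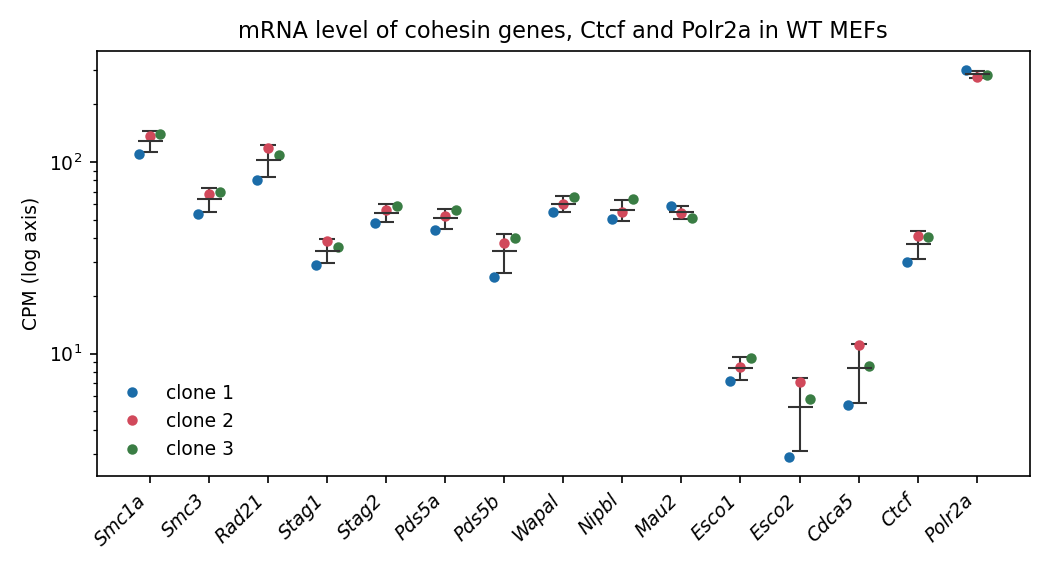
CPM (y axis, log scale) of the cohesin genes, Ctcf and Polr2a in each WT MEF clone (points), with the mean and SD over 3 clones (bars). The means run from 5.29 CPM for Esco2 to 286 CPM for Polr2a.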

In summary, CTCF cohesin positions with high PDS5A/B and little or no NIPBL would correspond to arrested cohesin complexes that interact with CTCF. Non-CTCF cohesin positions have WAPL and NIPBL but little PDS5 and could represent loading sites in which NIPBL-bound cohesin starts loop extrusion or pausing sites in which progression of the complex is prevented by an obstacle other than CTCF, e.g., RNA polymerase II.

### The contribution of CTCF, PDS5 and WAPL to cohesin distribution

We next asked how the absence of some of these cohesin regulators affects the genomic distribution of cohesin among the different types of positions. Simultaneous deletion of PDS5A and PDS5B results in a modest reduction of SMC1 at both CTCF and non-CTCF positions while SMC1 distribution is very similar in single *Pds5A* KO and P*ds5B* KO MEFs (Fig. 5a, b and Additional file 1: Fig. S4b). Although the ChIP experiment did not include a spike, quantitative PCR analyses confirmed the reduction in SMC1 signals at several genomic locations in *Pds5* DKO MEFs compared to WT (Additional file 1: Fig. S4c). It has been proposed that PDS5 proteins are required for the boundary function of CTCF [7]. The reduced presence of cohesin at CTCF sites in *Pds5* DKO MEFs suggests that PDS5 proteins contribute but are not the main determinant of cohesin positioning at CTCF sites.

**Fig. 5:**
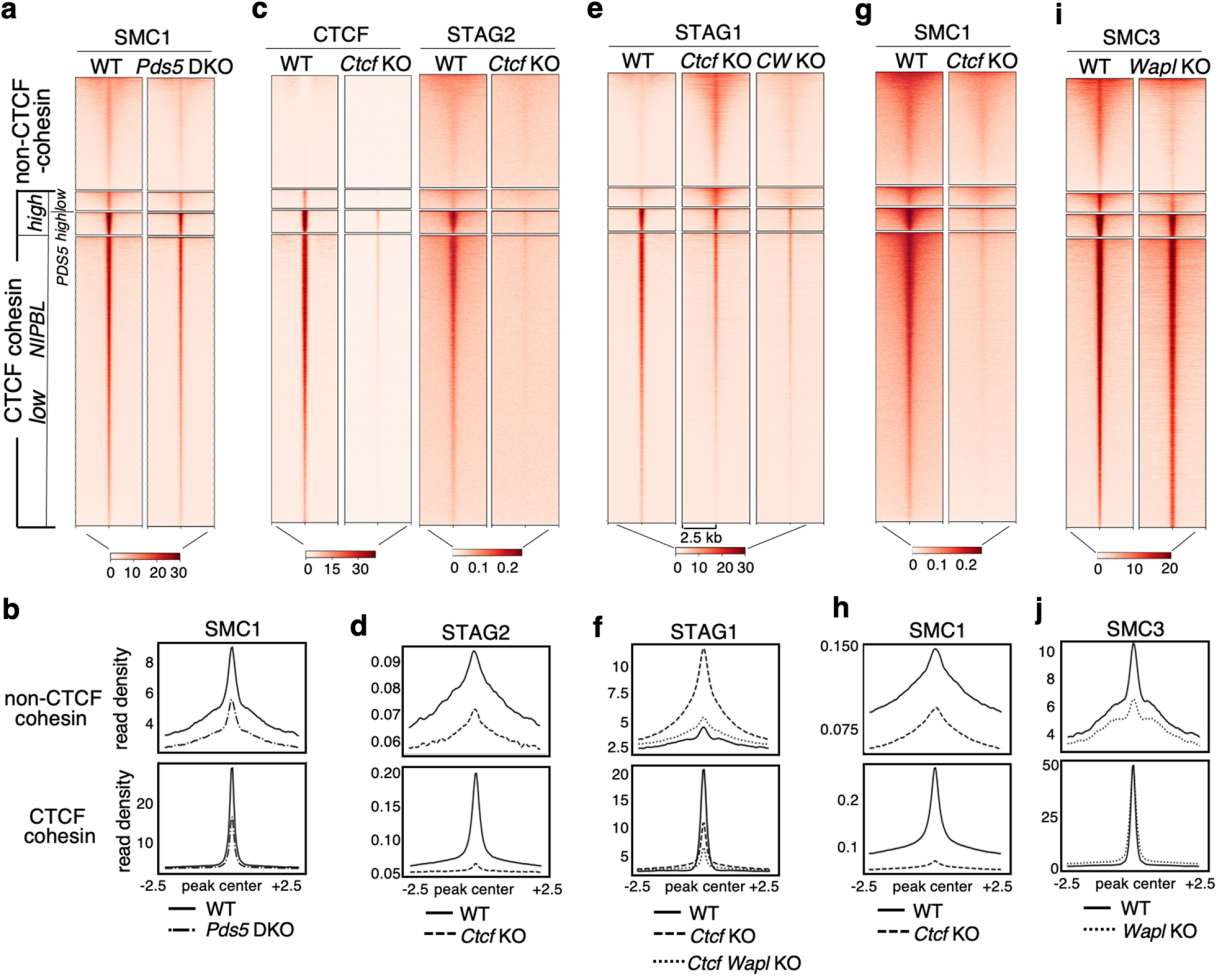
Cohesin regulators determine its genome-wide localization. **a**, **c**, **e**, **g**, **i**. Heatmaps showing accumulation of the indicated proteins at CTCF and non-CTCF cohesin positions (clusters 1–4) in MEFs of the indicated genotypes. Datasets used in Additional File 2: Table S1. For SMC1 and STAG2 in WT and *Ctcf *KO MEFs, a single replicate was analyzed. **b**, **d**, **f**, **h**, **j**. Read density plots for the indicated cohesin subunits at non-CTCF positions (cluster 1) and CTCF cohesin positions (merged clusters 2–4). Separate plots for each cluster are shown in Additional file 1: Fig. S6

We next performed ChIP-seq with SMC1 and STAG2 antibodies in *Ctcf* KO MEFs and used data from Busslinger et al. [32] for STAG1 and CTCF. These cells carry a *Ctcf* “floxed” allele in homozygosis and gene deletion occurs after expression of Cre recombinase, for which we followed the same protocol as the Busslinger study (Fig. S1c, left). Immunoblot analyses revealed a decrease of CTCF below 20% of its levels in WT MEFs (Additional file 1: Fig. S1c, right). Unexpectedly, we also observed a drastic reduction of STAG2, but not STAG1, in the *Ctcf* KO MEFs (Additional file 1: Fig. S1c). Consistent with this result, CTCF was reduced although not totally absent from CTCF positions, and STAG2 signals were very faint at all cohesin positions (Fig. 5c, d). STAG1 was clearly reduced at most CTCF cohesin positions in *Ctcf* KO MEFs but the complex accumulated instead at non-CTCF cohesin positions (Fig. 5e, f). Most likely, cohesin-STAG1 that cannot be stabilized at CTCF sites is instead stopped at alternative pausing sites and/or it dissociates from chromatin and is loaded again at NIPBL-bound sites. Positions in cluster 2, with low CTCF and high NIPBL, have also more STAG1 in the *Ctcf* KO MEFs than in WT, further suggesting that these are loading or pausing sites in which cohesin is not retained by CTCF (Fig. 5e and Additional file 1: Fig. S6). SMC1 was strongly decreased genome-wide, but less at non-CTCF sites than at CTCF sites (Fig. 5g, h). Finally, when cohesin dissociation is prevented by removing WAPL, the presence of cohesin at CTCF sites slightly increases while it is much reduced at non-CTCF sites (Fig. 5i, j; data from Tedeschi et al [44]). This behavior is consistent with these positions corresponding to loading sites, as there is no cohesin available for loading in the absence of WAPL. Likewise, double depletion of CTCF and WAPL (CW KO in Fig. 5e, f) prevents accumulation of cohesin-STAG1 at non-CTCF sites. As reported previously, the complex likely travels along chromatin without accumulating at any particular site with the exception of “islands” formed between highly expressed genes in convergent orientation [32].

## Discussion

### CTCF and non-CTCF cohesin-binding sites

Here, we demonstrate the existence of a group of non-CTCF cohesin positions in the mammalian genome. A recent report claimed that these sites represent a very minor fraction of total cohesin sites and argue that several antibodies against CTCF must be used to prevent epitope masking and obtain a full map of CTCF binding sites [45]. However, they use a single antibody to detect the four-subunit cohesin complex, an antibody against RAD21. We have performed our experiments using antibodies against different cohesin subunits and regulators and used also data from other studies using a different set of cohesin antibodies [32, 44]. Different antibodies have different abilities to recognize their epitopes at sites in which cohesin may present a different conformation or be bound by different regulators [46]. While it is difficult to compare data obtained with different antibodies, read density plots shown in Figs. 1 and 2 comparing distribution of ChIP reads between CTCF and non-CTCF sites for each antibody in different cell lines support the existence of non-CTCF cohesin sites and further show that cohesin-STAG2 is the preferred variant at those sites, consistent with our previous results in human cells [37] and mouse embryonic stem cells [36].

At least a fraction of the non-CTCF cohesin sites could represent loading sites, as previously suggested [41]. In WT MEFs, the more dynamic cohesin-STAG2 would be more available for loading and therefore it would be detected at these sites more frequently. In *Ctcf* KO MEFs, as cohesin-STAG1 becomes more dynamic [13] this variant would also occupy those sites. Conversely, when the absence of WAPL abrogates cohesin release and there is no free cohesin available, cohesin cannot be detected at those sites. One puzzling observation is that CTCF depletion decreases cohesin (SMC1) occupancy not only at CTCF sites, but also at non-CTCF sites. We reckon that the gain of STAG1 at these positions does not compensate for the loss of STAG2, a consequence of the strong reduction in STAG2 protein levels observed by immunoblot analyses in *Ctcf* KO MEFs. The reason for this reduction is unclear. One possibility is that NIPBL preferentially engages the STAG1 complex, which becomes more available in the absence of CTCF, and that STAG2 that cannot be loaded/stabilized on chromatin is degraded. This effect could be particularly strong in the experimental conditions used here, as extensive depletion of CTCF required 10 days of cell culture in low serum in the presence of Cre recombinase. Additional replicates for this experiment, maybe also in different experimental conditions and cell lines, will be required to validate these hypotheses.

Recently, the validity of NIPBL ChIP-seq datasets, including the one used here, and the actual existence of defined loading sites for cohesin have been called into question [47]. Whether this is the case or not, an alternative scenario, previously discussed, is that sites to which cohesin relocates in the absence of CTCF represent secondary boundaries for loop extrusion, such as those occupied by the transcriptional machinery [47, 32]. Recent reports have shown a correlation between NIPBL occupancy and the presence of RNA polII and transcriptional regulators [48–50]. Moreover, we have previously identified preferential interactions between STAG2 and transcription factors in human cells [37]. Whether these interactions recruit cohesin to enhancers/promoters or are the consequence of cohesin being retained by the transcriptional machinery remains to be clarified.

### The role of Pds5 proteins in CTCF boundary function

Here we have shown that genome-wide distribution of PDS5A and PDS5B is virtually identical and the two proteins localize almost exclusively at CTCF-bound cohesin sites. Deletion of one or the other PDS5 paralog does not have a noticeable effect on cohesin distribution while cohesin is moderately reduced at all sites in *Pds5* DKO MEFs. Wutz et al. [7] showed that PDS5 proteins are required for CTCF boundary function and suggested that this might depend, at least in part, on exclusive binding of cohesin to PDS5 or NIPBL, as suggested by structural studies [30]. Our immunoprecipitation data confirm that human cohesin complexes bound to PDS5 do not interact with NIPBL, as suggested by results in yeast [31]. The competition of NIPBL and PDS5 for binding cohesin appears to be regulated by acetylation [51, 27]. This acetylation, in turn, may occur preferentially at CTCF sites, as it is dramatically reduced in *Ctcf* KO MEFs [32]. Mutation of CTCF in residues that are key for the cohesin-CTCF interaction (Y226A/F228A) decreases but does not abrogate cohesin localization at CTCF sites, suggesting the existence of additional interaction surfaces [26]. Intriguingly, the N-terminal region of CTCF contains a motif, found also in WAPL and SORORIN, that interacts with the APEAP motif in the N-terminus of PDS5 [52, 53]. Thus, a single cohesin complex could interact with the N-terminal regions of two CTCF proteins at the base of a chromatin loop: one through PDS5 and the other through the RAD21-STAG interface (Fig. 6). The latter appears to be dominant, since deletion of the PDS5-binding motif in CTCF did not reduce insulation or Hi**-**C peak strength in mouse ES cells [52]. Further analyses are required to address the functional consequences of the PDS5-CTCF interaction. Moreover, this study detected a preferential interaction of CTCF with PDS5A, but the PEAP motif is present in both PDS5A and PDS5B. This situation is reminiscent of what happens with STAG1 and STAG2: while the region interacting with CTCF (CES) is present in both STAG proteins, a preferential interaction of STAG1 with CTCF has been described [13]. It is therefore possible that regions in the paralogs beyond those identified as critical reinforce or hinder their interaction with CTCF. The exclusive presence of PDS5 protein at CTCF cohesin sites support the idea that they contribute to arrest cohesin at CTCF sites by several mechanisms that include preventing access of NIPBL, promoting ESCO1-mediated SMC3 acetylation and providing an additional interaction surface for cohesin and CTCF.

**Fig. 6:**
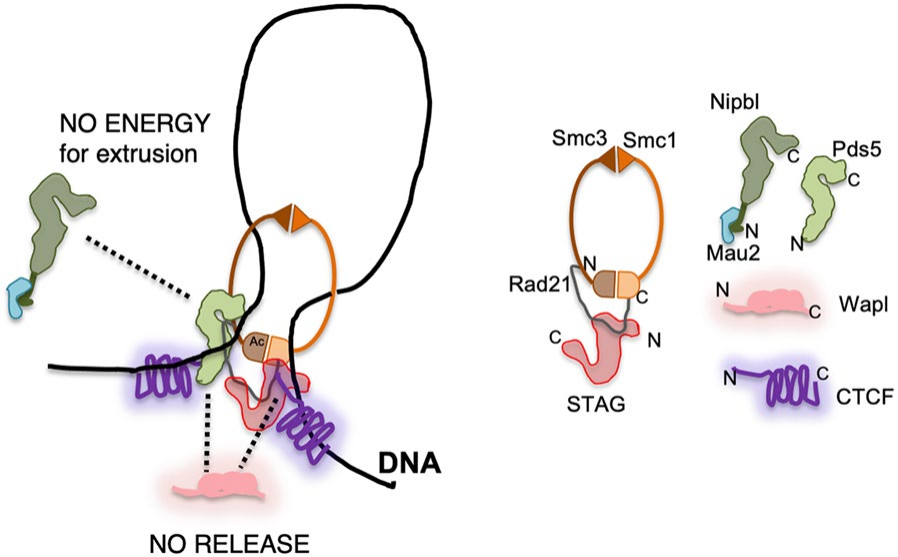
Cohesin-mediated loops at CTCF convergent sites. Speculative model showing how a single cohesin complex could be arrested at the base of a chromatin loop with CTCF to motifs in convergent orientation. The N-terminal region of the CTCF molecule on the left would interact with PDS5 while the one on the right would bind the STAG/RAD21 interface. PDS5 binding to RAD21 would prevent the interaction with NIPBL, halting extrusion, while WAPL interactions with PDS5 and STAG/RAD21 would be also precluded, blocking release of the complex. Acetylation of SMC3 head (Ac) would strengthen the cohesin–PDS5 interaction

## Methods

### MEF isolation and culture

MEFs of the following genotypes were used in this study: *Stag1* −/− [15], *Stag2* f/Y; Cre-ERT2 [14], *Pds5A* ± , *Pds5B* ± , *Pds5A* f/f; *Pds5B* f/f; Cre-ERT2 [4] and *Ctcf* f/f [54]. Mice were housed in a pathogen-free animal facility following the animal care standards of the institution. All procedures have been revised and approved by the required authorities (Comunidad Autónoma de Madrid). Primary MEFs were isolated from E12.5 embryos and cultured in DMEM supplemented with 20% FBS at 37 ºC under 90% humidity and 5% CO_2_. Conditional knock out MEFs (*Stag2* f/Y; Cre-ERT2 and *Pds5A* f/f; *Pds5B* f/f; Cre-ERT2) were cultured in medium with 1 μM 4-hydroxy tamoxifen for 4 and 5 days, respectively. For CTCF elimination, a clone of immortalized *Ctcf* f/f MEFs was infected with Adeno-Cre viruses (University of Iowa) at 250 pfu/cell in DMEM supplemented with 2% FBS. Medium was replaced after 24 h and cells were collected 9 days later for immunoblot and chromatin immunoprecipitation analyses.

#### Immunoblotting

Whole cell extracts for immunoblot were prepared by resuspension in Laemmli buffer at 10,000 cells/µl, sonication and boiling for 5 min at 95 ºC, fractionated in SDS-polyacrylamide gels and transferred to nitrocellulose membranes for 1 h at 100 V in transfer buffer I. Membranes were blocked in 5% skimmed milk in TBST, incubated with antibodies for 1–2 h in 1% BSA-TBST. Antibodies are listed in Additional file 2: Table S2. Horseradish peroxidase (HRP)-conjugated secondary antibodies (Amersham Biosciences) were used at 1:5000 dilution in blocking solution for 1 h at RT. ECL developing reagent (Amersham Biosciences) was used.

#### Immunoprecipitation

Whole cell extracts for immunoprecipitation (Fig. 3, Additional file 1: Fig. S4), were prepared by lysing asynchronously growing MEFs in lysis buffer [0.5% NP-40 in TBS supplemented with 0.5 mM DTT, 0.1 mM PMSF and 1X complete protease inhibitor cocktail (Roche)] on ice for 30 min followed by sonication. Then NaCl was added to 0.3 M and the extract rotated for 30 min at 4 ºC. Salt concentration was then lowered to 0.1 M NaCl by dilution and glycerol added to 10% final concentration. Extracts were incubated with specific antibodies for 2 h at 4 ºC and rotated with 1/10 vol of protein A agarose beads for 1 h at 4 ºC. The beads were washed 6 times with 20 vol of lysis buffer and eluted in SDS-DTT gel loading buffer for 5 min at 95 ºC.

For immunoprecipitation reactions shown in Fig. 4, HeLa nuclear extracts were used. These were prepared in buffer B (20 mM K-Hepes, pH8, 0.1 M KCl, 2 mM MgCl_2,_ 0.2 mM EDTA, 20% glycerol, 0.5 mM PMSF, 1 mM 2-mercaptoethanol) as described [55]. For the experiment shown in Fig. 4b, 25 µl of extract were incubated with 2.5 µl of IgG (control), 2.5 µg anti-SMC1, or 1.25 µg each anti-Pds5A and anti-PDS5B, for 2 h on ice and additional 2 h rotating at 4 ºC after adding 7.5 μl of protein A magnetic beads to the mixture. Beads were then recovered, washed with buffer B supplemented with 0.01% NP40, boiled and the supernatant was analyzed by immunoblotting. For the experiment in Fig. 4c, 100 µl of extract were incubated with 15 µg each PDS5A and PDS5B antibodies (PDS5-dep) or 30 µg of rabbit IgG (mock-dep) for 2 h on ice, 30 µl of protein A-sepharose beads were added to each mix and tubes were rotated overnight at 4 ºC. The supernatant was recovered, 1 µl was kept as input and to the rest we added 15 µg of anti-SMC1. After 2 h on ice, 25 µl of protein A magnetic beads (Millipore) were added and the tubes rotated for 2 h at 4 ºC. The supernatant (unbound) and immune complexes (bound) were then mixed with Laemmli buffer, boiled 5 min at 95 ºC and analyzed by immunoblotting.

#### Biochemical fractionation and salt extraction

Chromatin fractionation was performed as described [56]. Cells were resuspended at 2·10^7^ cells/mL in buffer A (10 mM HEPES pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, 0.34 M sucrose, 10% glycerol, 1 mM DTT, 1 mM NaVO_4_, 0.5 mM NaF, 5 mM β-glycerophosphate, 0.1 mM PMSF), and incubated on ice for 5 min in the presence of 0.1% Triton X-100. Low-speed centrifugation (4 min/600 *g*/4 °C) allowed the separation of the cytosolic fraction (supernatant) and nuclei (pellet). Nuclei were washed and subjected to hypotonic lysis in buffer B (3 mM EDTA, 0.2 mM EGTA, 1 mM DTT, 1 mM NaVO_4_, 0.5 mM NaF, 5 mM β-glycerophosphate, 0.1 mM PMSF) 30 min on ice. Nucleoplasmic and chromatin fractions were separated after centrifugation (4 min/600 *g*/4 °C). Chromatin was resuspended in Laemmli buffer and sonicated twice for 15 s at 20% amplitude. For salt extraction experiments, chromatin fractions were either left untreated or treated with 0.5 M NaCl in modified buffer A (10 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 0.34 M sucrose, 10% glycerol and supplemented as above) for 30 min on ice. Solubilized proteins were separated from insoluble chromatin by low-speed centrifugation (4 min/600 *g*/4 °C) and prepared for immunoblotting.

#### Immunofluorescence

Cells grown on coverslips were pre-extracted with 0.5% Triton X-100 in CSK buffer (10 mM Pipes pH 7.0, 100 mM NaCl, 3 mM MgCl_2_ and 300 mM sucrose) for 5 min before fixation in 2% paraformaldehyde for 15 min at room temperature. Coverslips were blocked with 3% BSA, 0.05% Tween-20 in PBS for 30 min. Primary and secondary antibodies were diluted in blocking solution and incubated for 1 h each. DNA was counterstained with 1 µg/ml DAPI. A Leica DM6000 microscope was used to obtain grayscale images, which were later analyzed using FIJI software.

#### Inverse fluorescence recovery after photobleaching (iFRAP)

One wild-type MEF clone was immortalized using SV40 large T antigen and used to generate RAD21-GFP, STAG1-GFP and STAG2-GFP expressing cell lines by CRISPR/Cas9-mediated homologous recombination, as described [57]. Donor plasmids containing the C-terminus of the targeted genes with in-frame GFP were generated by Gibson Assembly. sgRNA sequences were designed using “crispr.mit.edu” (Additional file 2: Table S3) and cloned in pX335 plasmids, that also encodes Cas9n-D10A. 

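Table S3 lists 4 guide oligonucleotides, each made of the cloning overhang CACC, a G and 19 nt. The 19 nt were matched here to the annotated mouse transcripts on both strands, and each match was placed on GRCm38. The guide STAG1_sg1 (TCTTCAGACTTCAGAACAT) matches the minus strand of chromosome 9 from 100956550 to 100956568, with the PAM AGG, in exon 34 of the 34 exons of the longest Stag1 transcript with a coding sequence. This site covers the stop codon of Stag1, which occupies 100956556 to 100956558. The guide STAG1_sg2 (CTCTATTATTTAGAGCTAG) matches the plus strand from 100956587 to 100956605, again with the PAM AGG, in the 3' UTR of the same exon, beginning 28 nt after the stop codon. The pair has its PAMs on the outer sides and 18 nt between the guides. The plus strand of this region, from 100956540 to 100956615, reads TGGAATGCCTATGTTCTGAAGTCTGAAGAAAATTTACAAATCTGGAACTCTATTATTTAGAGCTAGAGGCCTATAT. Cas9n-D10A is a nickase that cuts 1 strand, so that a pair of guides on opposite strands is needed for a double-strand break.
The guide STAG2_sg2 (CAGTACACATTTAAATCTG) matches the plus strand of the X chromosome from 42275290 to 42275308, with the PAM TGG, in the 3' UTR of Stag2 in exon 34 of 34. It begins 3 nt after the stop codon, which occupies 42275284 to 42275286. The region from 42275280 to 42275318 reads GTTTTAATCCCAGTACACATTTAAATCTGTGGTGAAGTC. The guide STAG2_sg1 (CCCAAGAACCTAATGAGAG) matched no annotated transcript, and its place in the genome was not analysed here. None of the guides that matched had more than 1 site among the transcripts, and the match covered transcripts only, not introns or the space between genes.

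**Figure D5:**
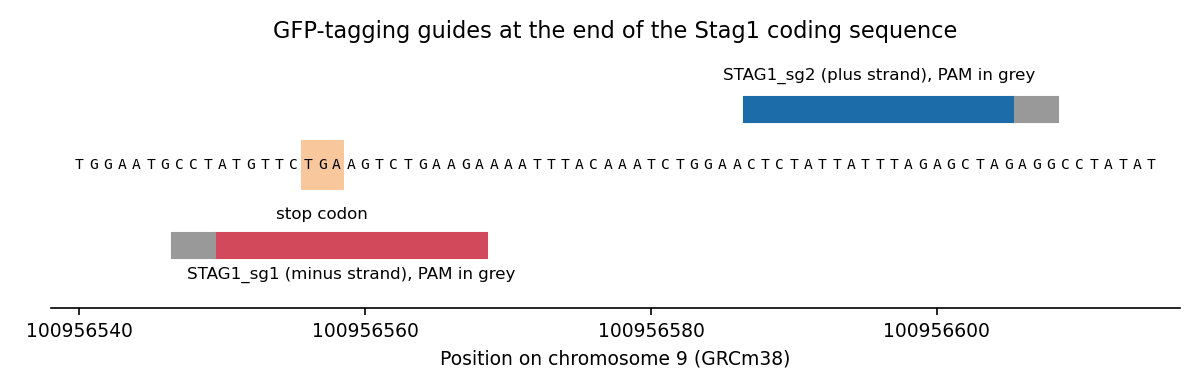
Map of the end of the Stag1 coding sequence on chromosome 9 (x axis, position in GRCm38), with the plus-strand sequence, the stop codon (orange) and the guides (red on the minus strand, blue on the plus strand). STAG1_sg1 covers the stop codon and STAG1_sg2 lies 18 nt further on.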

Plasmids were introduced in MEFs by electroporation with a Neon Transfection System (ThermoFisher) applying 2 pulses of 20 ms at 1400 V. Positive cells were selected through an Influx Cell Sorter (BD) based on the GFP signal over control cells. The resulting polyclonal population was characterized by immunofluorescence, immunoblot and immunoprecipitation (Additional file 1: Fig. S4) and used for iFRAP, selecting cells showing nuclear GFP signal. Cells were seeded in 8-well chambered coverslips (Ibidi) at 40,000 cells/cm^2^ 48 h prior to performing the experiment. The next day media was changed to 0.1% FBS for 24 h. iFRAP was performed in a Leica TCS-SP5 (AOBS) confocal microscope from Germany Leica Microsystems using a 40x/1.2 NA HCX PL APO objective with immersion oil. Cells were kept in a climate chamber at 37 ºC with 5% CO2 during the experiment. Image acquisition used the HCSA software in LAS AF 2.7. Cells were photobleached with an argon laser and the recovery was monitored by live-cell imaging, Pictures were taken immediately before and after photobleaching as well as every 30 s during recovery. Videos were analyzed using FIJI software using the plug-in Turboreg (http://bigwww.wpfl.ch/thevenaz/turboreg) for image alignment. For each timepoint, the difference in intensity between the bleached and unbleached areas of the cell nucleus is calculated after background subtraction, normalization to initial fluorescence (i.e., *t* = 0 in the unbleached area) and to total cell intensity. Statistical analysis and curve fit (non-linear regression) were carried out with GraphPad Prism.

#### ChIP sequencing and analysis

Chromatin immunoprecipitation was performed in asynchronously growing MEFs as described [39] with antibodies listed in Additional file 2: Table S2. For SMC1 and STAG2 ChIPs in *Ctcf* f/f ± Cre, MEFs arrested in G0 were used and around 5% of sonicated chromatin from MCF10A cells was mixed with the mouse chromatin before addition of antibodies for calibration purposes. Around 5 ng of immunoprecipitated chromatin in each sample were used for library preparation. DNA libraries were applied to an Illumina flow cell for cluster generation and sequenced on an Illumina HiSeq2000. Alignment of reads to the reference mouse genome (mm10) was performed using ‘Bowtie2’ (version 2.4.2) under default settings [58]. Duplicates were removed using GATK4 (version 4.1.9.0) and peak calling was carried out using MACS2 (version 2.2.7.1) after setting the *q* value (FDR) to 0.05 and using the ‘–extsize’ argument with the values obtained in the ‘macs2 predictd’ step [59]. “CTCF” and “non-CTCF” cohesin positions in MEFs (Fig. 1A) were defined using called peaks generated as indicated above from ChIP-seq data for cohesin subunits obtained in this study and a previous study from our group [39] as well as CTCF ChIP-seq data from this study and two additional studies from the Peters’ group [32, 44]. “CTCF” and “non-CTCF” cohesin positions in different human cell types (Fig. 2) were defined in the same way, merging first called peaks for each cohesin subunit and then separating these “cohesin” peaks in two clusters according to the presence/absence of CTCF signal. Motif analysis (Additional file 1: Fig. S3) was performed using MEME-ChIP with standard parameters [60]. We considered all the motifs discovered by SPAMO with a *P*-value cut-off  < 10^−10^.

For analysis of calibrated ChIP-seq, profiles for each antibody were normalized by coverage and then multiplied by the occupancy ratio (OR) = (W_h_IP_m_)/(W_m_IP_h_), where W_m_ and IP_m_ are the number of reads mapped to the mouse genome from input (W) and immunoprecipitated (IP) fractions, and W_h_ and IP_h_ are reads mapped to the human genome from the input and IP fractions used for calibrating [61]. When calibrated ChIP-seq was not available, normalization was done by RPKM. Mean read-density profiles and read-density heatmaps for different chromatin-binding proteins were generated with deepTools 3.5.0 [62]. For the data shown in Fig. 1d, we first obtained the ratio between WT and KO for CTCF and non-CTCF cohesin positions for each biological replicate pair. Then, we calculated the log2-fold change between CTCF and non-CTCF positions. Chromatin states used in Fig. 4 were generated using ChromHMM [63]. CTCF, H3K27ac, H3K4me3, H3K4me1, H3K27me3, POLII and input datasets were used to generate 8 or 15 hidden Markov model-states. In the end, we used the model with 8 states, but splitting the enhancer state in two based on the 15-state model. For the correlation of PolII with NIPBL and CTCF (Fig. 4f), active promoters were selected as those with an average signal for H3K4me3 in  ± 2.5 Kb around TSS  > 1. This corresponds to 13,290 TSSs out of the 24,388 total number of TSSs (used in the heatmaps of Fig. 4e).

#### ChIP-qPCR

For ChIP-qPCR, SYBR Green PCR Master Mix and an ABI Prism^®^ 7900HT instrument (Applied Biosystems^®^) was used and reactions were performed in triplicate. Fold enrichment of cohesin-binding at a given position was calculated over the binding at a nearby position showing few reads in the browser (negative region). 

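The primer table of the ChIP-qPCR assays holds 19 primer pairs, 14 for cohesin positions (r1 to r14) and 5 for negative regions, and it gives the chromosome of each pair. The primers were matched here to the annotated transcripts of GRCm38, so only amplicons inside exons could be placed. Of these pairs, 2 fell inside 1 exon. The pair neg15 gives an amplicon of 174 bp on chromosome 15 from 85899360 to 85899533, in the 3' UTR of Celsr1, in the last of 35 exons. The pair r11 gives an amplicon of 176 bp on chromosome 5 from 123117417 to 123117592, where the 3' UTR of Tmem120b (exon 12 of 12, plus strand) overlaps a 3' UTR exon of Rhof (exon 5 of 6, minus strand). For 11 pairs, neither primer matched a transcript, and the other 6 pairs had a primer in a transcript but no amplicon of at most 1000 bp within an exon. The pair r2 is printed with the same sequence, CCAGGGTGAACTGAGCCTTA, as forward and reverse primer, and this sequence occurs in Trmu transcripts.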

Chromosome coordinates of the validated peaks and the corresponding primers are listed in Additional file 2: Table S4.

#### RNA sequencing and analysis

Asynchronous MEFs (3 clones) were harvested and RNA was extracted using RNeasy kit from Qiagen. 

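MEFs are fibroblasts grown from mouse embryos. The RNA-seq experiment holds 1 condition, WT MEFs, with 3 clones and 1 library per clone, so values are given for each clone or as mean ± SD over the clones, and no difference between conditions was tested. The authors deposited the number of 86-nt single-end reads that HTSeq counted on each gene, listed by gene symbol and not normalized. In total, 25261357 reads were counted on genes in clone 1, 22594316 in clone 2 and 24791198 in clone 3, and the largest library was 1.12 times the smallest. From these counts, CPM (counts of a gene per 1000000 counts) were computed here with library sizes scaled by edgeR's TMM factors, which were 0.984 in clone 1, 0.998 in clone 2 and 1.02 in clone 3. At this depth, a gene with 0 counts can still be present at up to 0.121 CPM in clone 1, 0.133 CPM in clone 2 and 0.119 CPM in clone 3, which is the level of 3 counts.
The table lists 21782 genes, of which 21117 have a symbol of the GENCODE M21 annotation of the mm10 genome (GRCm38) and another 588 could be matched through a synonym. The alignment allowed 2 mismatches and 5 multi-hits per read, and the annotation and strand setting of the counting are not named in the methods. Reads of genes with a near-identical copy or an overlapping gene can therefore be split or lost. Of the 86-nt stretches in the transcripts, 12.9% for Esco1, 1.83% for Smc3 and 1.58% for Pds5a matched a transcript of another gene within 2 mismatches, so the counts of these genes are less certain. No such stretch was found for Smc1a, Rad21, Stag1, Stag2, Pds5b, Wapal (the symbol that the table uses for the WAPL gene), Nipbl, Mau2, Esco2, Cdca5, Ctcf or Polr2a. Exons of another gene on the opposite strand overlapped 7.6% of the exon length of Ctcf, 1.9% of Pds5a and 0.3% of Stag2.
Before averaging, the clones were compared gene by gene with a Pearson chi-square test of their counts against the library sizes. Clones 1 and 2 differed at 6531 of 12323 genes with at least 10 counts in both, clones 1 and 3 at 5627 of 12413 genes, and clones 2 and 3 at 3893 of 12294 genes, all with a Benjamini-Hochberg adjusted p-value under 0.05. These tests compare libraries, not conditions. No pair was as close as counting noise alone allows, and each clone was counted as 1 replicate.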

PolyA  + RNA was purified with the Dynabeads mRNA purification kit (Invitrogen), randomly fragmented and converted to double-stranded cDNA and processed through subsequent enzymatic treatments of end-repair, dA-tailing and ligation to adapters as in Illumina’s ‘TruSeq RNA Sample Preparation Guide’ (Part *# 15031047 Rev. D*). Adapter-ligated library was completed by limited-cycle PCR with Illumina PE primers and applied to an Illumina flow cell for cluster generation (TruSeq cluster generation kit v5) and sequenced on HiSeq2000 following manufacturer’s protocols. Fastq files with 86-nt single-end sequenced reads were quality-checked with FastQC (S. Andrews, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and aligned to the mouse genome with Nextpresso executing TopHat-2.0.0 using Bowtie 0.12.7 and Samtools 0.1.16 allowing two mismatches and five multi-hits [64]. Reads were mapped to mm10 genes using HTSeq [65].

#### Genomic data

Genomic data generated in this study have been deposited in GEO database (accession number GSE212151). A list with these and additional datasets used appears in Additional file 2: Table S1.

## Supplementary Information

**Additional file 1: Figure. S1 **Characterization of conditional KO MEFs. a-c. Immunoblot analyses of whole cell extracts of WT and *Stag2* KO (a), *Pds5* DKO (b) and *Ctcf *KO (c) MEFs used for ChIP analyses. Increasing number of WT cells (expressed as %) were loaded to quantitate the extent of depletions in the KOs. In b, the same membrane was incubated first with anti-PDS5B and then with anti-PDS5A. The asterisk indicates previous signal from PDS5B. In c, a scheme of the experimental set up used for CTCF depletion in quiescent MEFs is also included. **Figure. S2 **Distribution of cohesin subunits and regulators along the genome. Snapshots of the UCSC genome browser at several loci that contain neighboring CTCF and non-CTCF cohesin sites. Examples of non-CTCF cohesin positions that are bound by RNA polymerase II or not are shown in top and bottom rows, respectively. A track showing SMC1 in *Stag2 *KO cells is also included (in red). **Figure. S3** Transcription factor motifs at non-CTCF cohesin sites. STREME analysis showing the most statistically significant motifs enriched in non-CTCF cohesin positions in different cell lines. Percentages next to p-values represent the fraction of positions containing each motif. Logos on the right correspond to transcription factor binding sites statistically associated with those motifs that are shared among different cell lines. **Figure. S4 **GFP-tagged cohesin subunits form complexes and bind to chromatin. a. Polyclonal populations of iMEFs expressing GFP-tagged versions of RAD21, STAG1 or STAG2 were pre-extracted before fixation and stained with SMC1 (red) and DAPI (blue). Cells showing the corresponding GFP-tagged protein bound to chromatin are encircled. These cells were used in iFRAP analyses shown in Fig. 3c. b. Immunoblot analyses of whole cell extracts of these iMEFs. c. Chromatin fractionation analyses confirm that the tagged proteins are bound to chromatin. d. Immunoprecipitation reactions with SMC1 antibodies (or IgG as negative control) show the incorporation of GFP-tagged proteins in to cohesin complexes. For RAD21-GFP iMEFs, see Morales et al. [5]. **Figure. S5 **PDS5 proteins and cohesin distribution. a. Matrix showing the correlation between the genome-wide distributions of the indicated proteins (called peaks). b. Heatmaps showing the distribution of SMC1 in MEFs lacking PDS5A or PDS5B. c. Snapshots of the genome browser showing ChIP-seq data for SMC1 in WT and *Pds5* DKO MEFs in regions that were validated by ChIP-qPCR. Graphs represent fold enrichment of the ChIP signal in each region (r1 to r14) over a neighbor negative region (neg). **Figure. S6** Distribution of cohesin subunits in non-CTCF and CTCF positions after depletion of regulators. Read density plots for the heatmaps shown in Fig. 5, separating the four clusters defined in Fig. 4. Cluster 1, non-CTCF cohesin positions; cluster 2, CTCF cohesin sites with high NIPBL and low PDS5; cluster 3, CTCF cohesin sites with high NIPBL, PDS5 and CTCF; cluster 4, CTCF cohesin with low NIPBL

**Additional file 2:** **Table S1.** Genomic datasets. **Table S2.** Antibodies. **Table S3.** Primers for CRISPR. **Table S4.** Primers for ChIP-qPCR.

**Additional file 3: Movie S1.** STAG1-GFP iFRAP.

**Additional file 4: Movie S2.** STAG2-GFP iFRAP.

**Additional file 5: Movie S3.** RAD21-GFP iFRAP.

## Data Availability

NGS data have been deposited in GEO database (GSE212151). Materials such as custom-made antibodies will be distributed in reasonable quantities.

How the deposited data were processed for this re-analysis (not part of the article)

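The samples were 3 libraries of polyA-selected RNA from asynchronous WT MEFs, 1 library from each of 3 clones. They are of 1 condition, so no groups were compared. As the methods of the paper describe, the authors aligned 86-nt single-end reads to the mouse genome with TopHat 2.0.0, Bowtie 0.12.7 and Samtools 0.1.16, allowing 2 mismatches and 5 multi-hits, and assigned reads to mm10 genes with HTSeq. The values the authors deposited are raw counts per gene, 1 column per clone, with no normalization and no lines for reads outside genes. The version of HTSeq, the gene annotation and the strand setting are not named in the methods. Reads with up to 5 positions in the genome and genes on overlapping strands can therefore add to or be missing from a gene's count in a way that the counts do not show. The table lists no gene of the mitochondrial genome.
From the counts, CPM were computed with library sizes scaled by the TMM method of edgeR 4.0.16 in R 4.3.3. Total counts were 25261357, 22594316 and 24791198 in clones 1, 2 and 3. At these depths, 1 count is 0.0402, 0.0443 and 0.0396 CPM, and a count of 0 allows up to 3 counts. A gene was called expressed at 1 CPM or more in every clone. The biological coefficient of variation is the square root of the common dispersion that edgeR fitted with an intercept only, over genes with at least 10 counts in every clone. Genes differing between clones were called with a Pearson chi-square test with 2 degrees of freedom of the 3 counts against the scaled library sizes, with a Benjamini-Hochberg adjusted p-value under 0.05. With 1 library per clone, this test cannot separate a clone from its culture or its library. Shares of counts have 95% Wilson intervals, which cover counting error only, since the reads carry no molecular identifiers. The correlation between clones is Pearson's r of log2(CPM + 1) across expressed genes.
The genes named in the text, the marker lists and the alternatives were set before the data were examined. The genes are the cohesin genes named in the paper with Ctcf and Polr2a, the 5 genes with the highest mean CPM, the 5 genes with the largest range of log2(CPM + 1) between clones among those called as differing with a mean of at least 10 CPM, and lists of marker genes. One of the genes under this rule is not reported here. The lists covered sex (Xist and Y-linked genes), germline cohesin, fibroblast, epithelium, leukocyte, endothelium, erythroid, liver, muscle, neural, cartilage, proliferation, arrest and Hox genes. A macrophage panel, a panel of other leukocytes, a cell cycle panel and a cartilage panel were added once the lists had been seen, before the values of their genes were read. A list's value in a clone is the median, over its genes with a mean of at least 1 CPM, of the deviation of log2(CPM + 1) from the mean of the 3 clones. The span of these medians was set against 10000 random lists of the same size. Each gene was drawn from the 100 genes nearest in mean CPM, independently of the others. Genes that vary together can exceed such lists more easily, so a high percentile alone does not set a list apart. For the check of GC content and length, a quadratic trend of each clone's deviations on the GC content and length of the longest transcript was removed. It explained 4.5%, 0.6% and 6.8% of the variance in clones 1, 2 and 3.
Gene positions, exon lengths, transcripts and coding sequences were taken from GENCODE M21 on GRCm38, the build the authors name as mm10, and 99.6% of the genes in the table could be matched. Proteins were aligned with Biopython 1.88 (BLOSUM62, global alignment). Guides and primers were matched to annotated transcripts. The genome sequence outside transcripts was not used here.
The procedures were tested on simulated data. With Poisson counts drawn from the real means and 200 of 12395 tested genes changed 2-fold in 1 clone, the chi-square test called 95.5% of the changed genes and 4 unchanged ones. With counts simulated at a biological coefficient of variation of 0.2, the estimate was 0.199 over 12315 genes. Alternatives were DESeq2 1.42.0 size factors or total counts in place of TMM, other thresholds on low counts, thinned counts, other pseudocounts, counts per kb of exon and leaving out each clone. Counts per kb of the transcript with the longest coding sequence were added after seeing the data. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. ChIP-seq, imaging and immunoblot experiments of the paper were not analysed here.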

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

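The comparison of library sizes and both tests of dilution by leukocytes were chosen only after the result was seen. The paper discusses the RNA-seq only as a panel of Fig. 4e, so the marker lists below look at genes outside those it discusses, and they were looked at because their median count lay above the 3 counts that a count of 0 allows in every clone. The clones are the only units of the design, each with 1 library, and no condition, dose or time point separates them.
For the Y-linked list, the median over its genes of the mean CPM was 23.4, and all of its 4 genes had over 3 counts in every clone, while Xist had 4, 0 and 0 counts in clones 1, 2 and 3. The fibroblast list stood at 3078 CPM, the cartilage list at 27.2 CPM, the neural list at 3.41 CPM, the muscle list at 0.635 CPM and the endothelium list at 0.355 CPM. The muscle value was 0.196 CPM without clone 3, where Actc1 had 4, 1 and 38 counts and Myh3 6, 0 and 47 counts in clones 1, 2 and 3. The highest genes of the muscle list were Acta1 at 140 CPM and Des at 66.4 CPM, and those of the neural list Nes at 753 CPM and Tubb3 at 73.1 CPM. The fibroblast list was unequal between clones, at 0.214, -0.093 and -0.07 from their mean on the log2 scale in clones 1, 2 and 3. Its span of 0.307 was above 98.4% of random lists, and it was 0.023 without clone 1. For this and the lists below, the genes of random lists were drawn independently. Genes that vary together can exceed them more easily. No explanation was tested for the Y-linked, fibroblast, neural, muscle and endothelium lists. The other lists stayed at or under the 3-count limit in at least 1 clone, with medians of 0.143 CPM for epithelium, 0.093 CPM for germline cohesin, 0.054 CPM for Xist, 0.013 CPM for liver and 0.0 CPM for erythroid genes.
The leukocyte list (Ptprc, Csf1r, Cd68, Lyz2, Laptm5 and Tyrobp) had a median of 56.9 CPM and was unequal between clones. Its deviation from the mean of the clones was -0.701 in clone 1, 1.50 in clone 2 and -0.802 in clone 3 on the log2 scale, a span of 2.30 (4.94-fold), and all 10000 random lists spanned less. Without clone 2 the median was 25.3 CPM and the span 0.101. All 5 genes with the largest range between clones were also highest in clone 2, with C1qb at 805, 4181 and 638 counts, Tyrobp at 165, 911 and 123, Lcp1 at 298, 1861 and 296, C1qa at 854, 4216 and 723 and C1qc at 753, 4068 and 697 in clones 1, 2 and 3. Library size is already divided out of CPM, so the ratio of 1.12 between the largest and the smallest library is no test of this cause. With the trend on GC content and transcript length removed, the list still spanned 2.23. Lymphocytes, granulocytes or mast cells are not seen, since 0 of the 10 genes of their panel had over 3 counts in any clone. Macrophages in the cultures remain a candidate source. The macrophage panel spanned 2.02 on the log2 scale, with all of its 9 genes at 1 CPM or more highest in clone 2, among them Mpeg1 at 852, 3199 and 734 counts and Cx3cr1 at 431, 1647 and 400 counts. Without clone 2, the panel spanned 0.13, and its median was 4.82 CPM in place of 10.7 CPM. Of the leukocyte list, Lyz2 had 3433, 13074 and 2490 counts and Csf1r 1165, 5001 and 1209 counts in clones 1, 2 and 3. No library of other cells was analysed here, so how much of this signal the fibroblasts themselves give is not known.
The proliferation list (Mki67, Top2a, Ccnb1, Cdk1, Aurkb and Plk1) had a median of 65.5 CPM, and its deviations were -0.603 in clone 1, 0.430 in clone 2 and 0.176 in clone 3, a span of 1.03 (2.05-fold) that exceeded all 10000 random lists. The arrest list (Cdkn1a, Cdkn2a and Cdkn2b), with a median of 58.6 CPM, went the other way, at 0.60, -0.465 and -0.135, a span above 99.9% of random lists. Without clone 1, the spans were 0.254 and 0.330. After removal of the trend on GC content and transcript length, the proliferation list spanned 0.95. Dilution by leukocytes would lower the list in clone 2, where it was instead 0.43 above the mean. A different share of cycling cells remains a candidate explanation, since the cell cycle panel, none of whose 16 genes is in the list, spanned 1.07 with its lowest value in the same clone, and 0.287 without clone 1.
Col2a1 of the cartilage list had 18263, 10979 and 18297 counts in clones 1, 2 and 3 (649 ± 140 CPM; SD, n = 3), while Sox9 averaged 10.9 CPM, Acan 43.5 CPM and Col9a1 2.39 CPM. Col9a1 was uneven, with 111, 54 and 8 counts in clones 1, 2 and 3. Its mean was 1.37 CPM without clone 1 and 3.40 CPM without clone 3. Cartilage cells would bring their other abundant transcripts, and the cartilage panel had a median of 0.284% of the Col2a1 level. Within the panel, Col10a1 averaged 24.5 CPM and Col11a2 10.5 CPM, and the other genes 2.90 CPM or less. No library of cartilage cells was analysed here to give the level they would bring. The test therefore cannot decide whether such cells are the source. The panel was unequal between clones, with deviations of 0.762 in clone 1, -0.1 in clone 2 and -0.685 in clone 3 on the log2 scale, a span of 1.45 that exceeded all 10000 random lists, and 6 of its 7 genes at 1 CPM or more were highest in clone 1. The span was 0.585 without clone 1 and 0.862 without clone 3. Its median was 1.84 CPM, and 1.22 CPM without clone 1. Col2a1 had nearly the same counts in clones 1 and 3, where the panel was highest and lowest. With the trend on GC content and transcript length removed, the panel still spanned 1.33, and no other explanation was tested for its inequality. Reads shared with other genes are argued against, since 0.0% of the 86-nt stretches of the Col2a1 transcript matched another transcript within 2 mismatches. What gives the Col2a1 counts stays open.
The Hox list had a median of 5.22 CPM, with deviations of 0.258 in clone 1, -0.247 in clone 2 and 0.012 in clone 3, a span of 0.505 (1.42-fold) that exceeded all 10000 random lists. The span was 0.245 without clone 2 and 0.26 without clone 1. Of 31 Hox genes at 1 CPM or more, 20 were highest in clone 1, 5 in clone 2 and 6 in clone 3. Hoxa3 had 453, 166 and 391 counts and Hoxd13 320, 341 and 289 counts in clones 1, 2 and 3. With the trend on GC content and transcript length removed, the span was 0.51. With the deviations of the fibroblast list subtracted, it was 0.24. Dilution by leukocytes would lower all Hox genes of clone 2 alike, but 5 of 31 were highest there. Clones 1 and 3, with leukocyte list deviations of -0.701 and -0.802, still differed by 0.245 in the Hox list. These values argue against dilution as the only cause. What share of the low value in clone 2 dilution gives cannot be told. The genes of the fibroblast list went both ways, 5 of them highest in clone 1 and 3 in clone 2.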

How the results depend on the processing

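The number of expressed genes, 11367, stayed within 1.5 times under each of them, from 9695 genes at an RPKM of at least 1 to 14306 genes with at least 1 count in every clone, and from 11437 to 11487 genes across the fits that each left out one clone. With DESeq2's size factors it was 11367 genes and with total counts 11364 genes.
The number of genes differing between clones was 7642. It was 969 when a 2-fold difference between the highest and the lowest clone was also required, a stricter criterion, and from 3893 (without clone 1) to 6531 (without clone 3) across the fits that left out one clone, which compare 2 libraries. Other alternatives gave from 6661 to 7802 genes. The biological coefficient of variation, 0.187, ranged from 0.142 (without clone 2) to 0.228 (without clone 3) with one clone left out, and from 0.158 to 0.195 under the others. The mean correlation between clones, 0.983, was 0.992 over all genes with at least 1 count in any clone, ranged from 0.976 (without clone 3) to 0.989 (without clone 2), and was between 0.981 and 0.983 under the others.
The Stag2 share rose from 61.2% to 69.2% per kb of exon, and the Pds5a share fell from 60.1% to 43.4%, which puts Pds5b above Pds5a. Per kb of the transcripts with the longest coding sequences, an alternative chosen after seeing the data, the Pds5a share was 55.2% and the Stag2 share 61.3%, so the order of Pds5a and Pds5b depends on the length used. Which transcripts the MEFs use was not tested. Leaving out a clone gave from 60.7% to 62.2% for the Stag2 share, from 58.2% to 61.0% for the Pds5a share and from 31.7% to 32.9% for the share of counts in the 100 highest genes, where the mean of the remaining clones cannot move far by construction. The alternative without mitochondrial genes gave no value, because the table lists none. For the levels of 176 single genes, another scaling changed none by more than 0.027 on the log2 scale, and the median shift of expressed genes was at most 0.026. No paired analysis was possible because the samples are of 1 condition. The depth limits statements on genes under about 0.1 CPM, where 3 counts or fewer are seen.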

Other observations

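The tests in this part were written before their values were seen. The germline cohesin genes were near the limit of detection except for Stag3, which had 83, 40 and 53 counts in clones 1, 2 and 3. Rec8 had 9, 0 and 4 counts, Smc1b 0, 0 and 1, and Rad21l none in any clone. Reads of overlapping genes are argued against as the source of the Stag3 counts, since 0.0% of its exon length is overlapped by another annotated gene, and so are reads shared with its paralogs, since 0 of its 86-nt stretches matched Stag1 or Stag2 transcripts within 2 mismatches. No biological explanation was tested.
For regulators of cohesin, the paper reports protein data on other samples, and the levels of their mRNA in WT MEFs were as follows. Wapal had 60.3 ± 5.67 CPM and Mau2 54.5 ± 4.12 CPM (SD, n = 3), close to Nipbl at 56.2 ± 6.81 CPM. In CPM, Wapal was above Nipbl in every clone, whereas the order of Mau2 against both changed between clones. CPM are not divided by length, and annotated exons cover 6623 bp for Wapal, 9131 bp for Mau2 and 9423 bp for Nipbl. The closeness of these genes therefore holds for counts and was not tested per kb. Esco2 had 72, 161 and 147 counts and Cdca5 134, 251 and 218 counts in clones 1, 2 and 3. Both were lowest in clone 1, like the proliferation list. In CPM, Ctcf and the other cohesin genes were also lowest in clone 1, except Mau2 and Polr2a. The fold difference between the highest and the lowest clone was largest for Esco2 (2.46) and Cdca5 (2.06), followed by Pds5b (1.59). All 15 cohesin genes, Ctcf and Polr2a included, differed between the libraries in the chi-square test with Benjamini-Hochberg adjustment. That test allows for counting error only, so small differences at abundant genes are called too. Fold differences between the highest and the lowest clone ran from 1.08 for Polr2a to 2.46 for Esco2.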
